# CircParser: a novel streamlined pipeline for circular RNA structure and host gene prediction in non-model organisms

**DOI:** 10.7717/peerj.8757

**Published:** 2020-03-16

**Authors:** Artem Nedoluzhko, Fedor Sharko, Md. Golam Rbbani, Anton Teslyuk, Ioannis Konstantinidis, Jorge M.O. Fernandes

**Keywords:** Circular RNAs, Host gene, Prediction, Annotation, Structural components

## Abstract

Circular RNAs (circRNAs) are long noncoding RNAs that play a significant role in various biological processes, including embryonic development and stress responses. These regulatory molecules can modulate microRNA activity and are involved in different molecular pathways as indirect regulators of gene expression. Thousands of circRNAs have been described in diverse taxa due to the recent advances in high throughput sequencing technologies, which led to a huge variety of total RNA sequencing being publicly available. A number of circRNA de novo and host gene prediction tools are available to date, but their ability to accurately predict circRNA host genes is limited in the case of low-quality genome assemblies or annotations. Here, we present CircParser, a simple and fast Unix/Linux pipeline that uses the outputs from the most common circular RNAs *in silico* prediction tools (CIRI, CIRI2, CircExplorer2, find_circ, and circFinder) to annotate circular RNAs, assigning presumptive host genes from local or public databases such as National Center for Biotechnology Information (NCBI). Also, this pipeline can discriminate circular RNAs based on their structural components (exonic, intronic, exon-intronic or intergenic) using a genome annotation file.

## Introduction

De novo genome sequencing has become a routine procedure, due to a decrease in sequencing costs, diversification of high-throughput sequencing platforms and improvement of bioinformatic tools (Ekblom & Wolf, 2014). However, the quality of non-model species genome assemblies and, as a result, their annotations are often of unsatisfactory quality, because of (1) repetitive sequences, including transposons, and short sequence repeats (SSRs); (2) gene and genome duplications; (3) single-nucleotide polymorphisms (SNPs) and genome rearrangements (Lien et al., 2016; Negrisolo et al., 2010; Rodriguez & Arkhipova, 2018; Yahav & Privman, 2019).

CircRNAs are relatively poorly studied members of the non-coding RNA family. These unique single-stranded molecules are generated through back-splicing of pre-mRNAs in a wide range of eukaryotic and prokaryotic taxa (Danan et al., 2012; Holdt, Kohlmaier & Teupser, 2018), and even viruses (Huang et al., 2019). CircRNAs play a significant role in the regulation of the molecular pathways not only through modulating of microRNA and protein activity, but also by the affecting transcription or splicing (Holdt, Kohlmaier & Teupser, 2018).

These regulatory molecules have been known for decades, but the development of high-throughput DNA analysis methods lead to a rapid increase in the number of studies related to these type of non-coding RNAs. This, in turn, resulted in a requirement for additional circRNA prediction tools. The miARma-Seq (Andres-Leon & Rojas, 2019) with CIRI predictor (Gao, Wang & Zhao, 2015), circRNA_finder (Westholm et al., 2014), find_circ (Memczak et al., 2013), CIRCexplorer2 (Zhang et al., 2016), and other tools are very popular today for prediction of circRNAs sequences based on transcriptomic data (Hansen et al., 2016; Szabo & Salzman, 2016), despite significant output differences. Several circRNA predictors (CIRI, CIRI2, and CircExplorer2) can use genome annotation files for host gene prediction but they are definitely useful only for well-annotated genomes, and even, such as CircView (Feng et al., 2018) or circMeta (Chen et al., 2019), have been designed specifically for them.

Here we describe CircParser, a novel and easy to use Unix/Linux pipeline for prediction of host gene circular RNAs using the blastn program and the freely available bedtools software (Quinlan & Hall, 2010). CircParser can be also implemented as a part of pipelines for *de novo* prediction of circular RNA because of its versatile output files. CircParser is most useful for circRNA host gene prediction analysis in whole transcriptomic datasets for low-quality assembled, as well as poorly annotated genomes. It sorts and joins overlapped circular RNAs sequences and predicts host gene name for overrepresented circRNAs, while identifying their structural components. We demonstrate the prediction capacity of CircParser on a recently published transcriptomic data set from the wild and domesticated females of Nile tilapia (*Oreochromis niloticus*) fast muscle (Konstantinidis et al., under review) using the five most popular circRNAs in silico prediction tools—CIRI, CIRI2, CircExplorer2, find_circ, and circFinder.

## Materials & Methods

The results of Illumina sequencing of twelve ribosomal RNA depleted RNA-seq libraries reads have been downloaded from Gene Expression Omnibus (accession number GSE135811). The DNA reads were filtered by quality (phred > 20) and library adapters were trimmed using Cutadapt software (version 1.12) (Marcel, 2011). The Nile tilapia reference genome (ASM185804v2) and its gene-annotation (ref_O_niloticus_UMD_NMBU_top_level.gff3) were used in the following analysis.

CircRNA prediction was performed for each ribosomal RNA depleted RNA-seq library using the circRNA in silico prediction tools (i) CIRI (Gao, Wang & Zhao, 2015) that is linked to miARma-Seq pipeline (Andres-Leon & Rojas, 2019), (ii) CIRI2 (Gao, Zhang & Zhao, 2018), (iii) CircExplorer2 (Zhang et al., 2016), (iv) find_circ (Memczak et al., 2013), and (v) circFinder (Westholm et al., 2014). Prediction output files from all libraries were converted separately to coordinate file format. After sorting, these coordinate files (from different prediction algorithms, but for each library) were merged using bedtools multiinter (Quinlan & Hall, 2010) to determine a joint prediction output from CIRI, CIRI2, CircExplorer2, find_circ, and circFinder (see Table S1).

We developed CircParser, as a streamlined pipeline, which makes use output files from the most popular circRNAs in silico predictors. CircParser works under Linux/Unix system and its parameters are presented in Table 1.

**Table 1:** CircParser.pl usage. Required and optional parameters.

Parameter	Parameter description
-h, –help	Show this help message and exit
-b	CircRNA input file (required)
-g, –genome	Reference genome file (required)
-t, –tax	NCBI TaxID (optional)
-a	Genome annotation file, gff/gff3 file (optional)
–np	Prohibition for coordinate merging (optional)
-c, –ciri	Input circRNA from CIRI—CIRI2 *in silico* predictors, (default: input from CircExplorer2, find_circ, circFinder, and BED files)
–threads	Number of threads (CPUs) for BLAST search (optional)
-v, –version	Current CircParser version

Usage: perl CircParser.pl [-h] -b INPUT_FILE—genome REF_GENOME

CircParser can merge overlapped circRNAs coordinates from circRNAs predictor outputs using bedtools merge (Quinlan & Hall, 2010) at the first stage of the pipeline; this ensures that they are related to the same host gene and creates separate coordinates files (bed file) with overlapped circRNAs coordinates. In addition, it is optionally possible to merge circRNA without overlapping coordinates but located in the contiguous genome locus using the special option.

The separate coordinate files (bed file) are converted to fasta files using bedtools getfasta (Quinlan & Hall, 2010). Finally, CircParser uses fasta files for host gene prediction using a NCBI database (the longest stage of pipeline) for circRNAs (Fig. 1A). CircParser works by default with the NCBI online database, but it can optionally use a custom database or a pre-compiled NCBI database installed locally. CircParser includes the following blast parameters, which are necessary for host gene prediction, and assigns sequences to the respective circRNA: *-perc_identity* 90; *-max_target_seqs* 1000; *-max_hsps* 1; the maximum number of aligned sequences to keep is 1000; the minimum percent identity of matches to report is 90%. CircParser also filters out non-informative blast results, such as “uncharacterized”, “clone”, “linkage group” and others from the output table.

**Figure 1:**
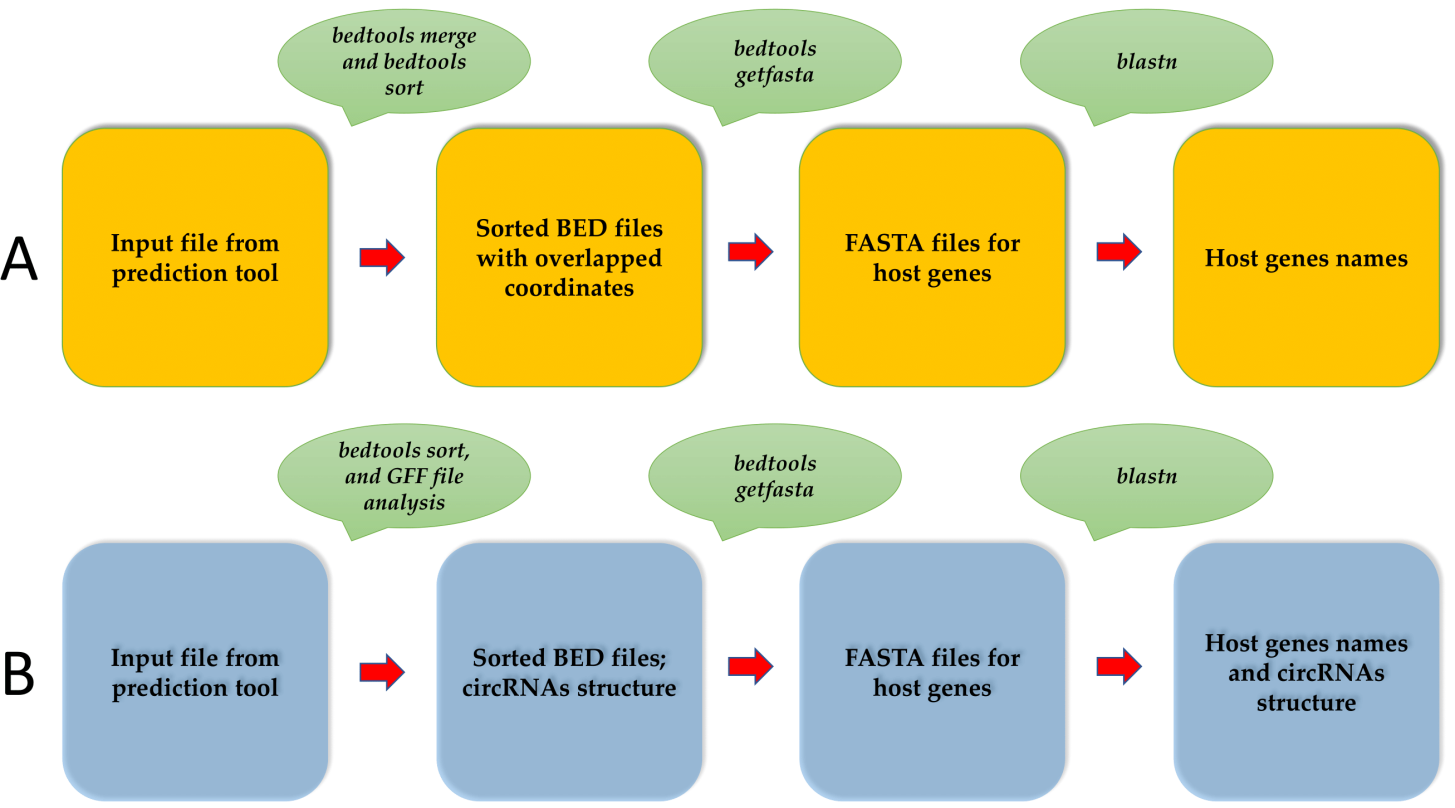
An overview of the CircParser pipeline. (A) The pipeline includes merging of the circRNAs with overlapping genome coordinates and presents the number of different circRNAs originating from one host gene. (B) CircParser includes the prediction of circRNA structural components using a genome annotation gff/gff3 file.

CircParser can also discriminate circular RNAs by their structural components: exonic, intronic, exon-intronic or intergenic using genome annotation gff/gff3 file (-a parameter). In this case, the user should avoid circRNAs coordinate merging (using –np parameter) during the pipeline implementation for correct results (Fig. 1B).

Usage: perl CircParser.pl -np -b INPUT_FILE –genome REF_GENOME -a GENOME.gff

However, poor quality of annotation file can lead to errors in the circRNAs structure analysis.

The Perl implementation of CircParser is available at https://github.com/SharkoTools/CircParser.

## Results

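Fast muscle of 12 Nile tilapia females was sequenced, from 6 wild fish and from 6 fish of the first generation under domestication, all at 5 months of age. Each domesticated fish corresponded to a wild progenitor, and the pairs carry the numbers 53, 63, 66, 68, 70 and 72, so that W53 and D53 are the wild and the domesticated library of the same pair. Ribosomal RNA was removed and strand-specific libraries were made without selection for a poly(A) tail, which circRNAs lack, and the libraries shared 1 sequencing lane. The circRNA predictions are the paper's (Tables S1 to S3) and were not made again, since the reads were not analysed here.
The authors' deposited tables give whole-number read counts for 80392 annotated transcripts of 42609 genes in each library. The submitters' processing notes name Trimmomatic 0.33, STAR and HTSeq for these counts, whereas the circRNA predictions started from reads trimmed with Cutadapt. Counts were added here over the transcripts of each gene. The total per library was 3395622 to 8472454 gene counts in wild fish (median 6245112) and 4312367 to 8478988 in domesticated fish (median 7005192.5). The paper's Table S1 lists 14100032 to 35232736 trimmed reads per library, and the values below rest on the gene counts unless the trimmed reads are named. On average, 51.5% of the aligned reads in a table had more than 1 alignment, 13.4% were ambiguous and 11.2% lay outside annotated features, and these are not part of the totals. The entries of the tables are transcripts, and how reads that fit several transcripts of a gene were treated is not given in the sources used here. Protein-coding genes with 1 annotated transcript held 94.3% of all gene counts, and 44.9% of these genes had a mean count of at least 10, against 7.49% of the protein-coding genes with 2 transcripts. Expression is given as CPM, the count relative to the library's total over the tested genes scaled by TMM factors, which correct for a few abundant genes taking up much of a library.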

We applied CircParser to twelve merged coordinate files that contained information about joint coordinates for circRNAs predicted using CircExplorer2, miARma-Seq (with CIRI predictor), CIRI2, find_circ, and circFinder. 

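In the paper's Table S1, between 20 and 53 circRNAs per library were found by all 5 predictors, with a mean of 37.4 ± 10.3 (SD, n = 12 libraries) calculated here. The mean number per library was 131 ± 27.3 for CircExplorer2, 501 ± 96.0 for CIRI, 706 ± 127 for CIRI2, 257 ± 57.7 for find_circ and 744 ± 128 for circFinder (SD, n = 12 for each, all calculated here from Table S1). Muscle of domesticated fish had 38.8 ± 7.94 overlapping circRNAs (SD, n = 6) and muscle of wild fish 36.0 ± 12.8 (SD, n = 6), a difference of 2.83 that is smaller than the spread within either group (two-sided exact permutation test over all splits of the libraries, p = 0.662). None of the differences passed the test for the overlap or a single predictor, with an adjusted p of 0.786 in all 6 exact permutation tests (Benjamini-Hochberg). CIRI found 467 ± 61.2 circRNAs in domesticated and 534 ± 118 in wild fish (SD, n = 6 each). The direction of the difference in overlapping circRNAs is not stable, since the difference was -0.367 without library W53 and -0.183 when overlapping circRNAs were taken relative to the gene counts of the library.
The number of overlapping circRNAs was set against the gene counts of the deposited tables, as a measure of depth. Over the 12 libraries Pearson's r was 0.661 (permutation p = 0.0208) and Spearman's rho was 0.737 (permutation p = 0.00849). This was 1 of 6 relations calculated, for the overlap and each predictor, and its p was 0.125 after Benjamini-Hochberg adjustment, so the relation does not pass the correction. Without the 2 libraries farthest from the median gene count, r was 0.532 (permutation p = 0.115), so with these totals the relation rests in part on those libraries. With the 10 most abundant genes left out of the totals r was 0.754 (permutation p = 0.00517), and 0.679 without the 2 libraries (permutation p = 0.0294). Among domesticated fish r was 0.877 (exact permutation p = 0.0208) and rho was 0.829 (exact permutation p = 0.0583), and among wild fish r was 0.553 (exact permutation p = 0.239) and rho was 0.638 (exact permutation p = 0.194). The p was above 0.05 without library W68 (r = 0.588, permutation p = 0.0579) or library D66 (r = 0.601, permutation p = 0.0519), and with trimmed reads in place of gene counts (r = 0.465, permutation p = 0.128).

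**Figure D1:**
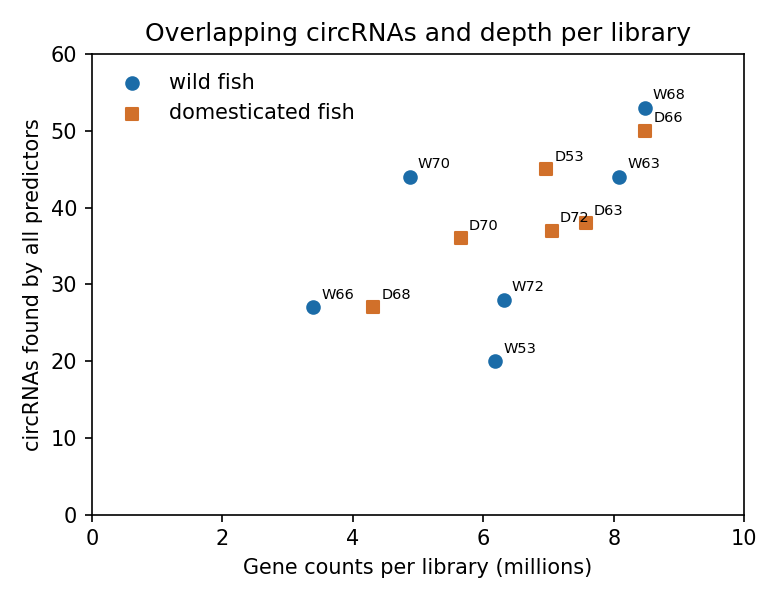
Number of circRNAs found by all 5 predictors (vertical axis, from the paper's Table S1) against the total gene count (horizontal axis, from the deposited tables) in each of the 12 libraries. Circles are wild fish and squares domesticated fish, and the numbers of overlapping circRNAs run from 20 in W53 to 53 in W68.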

The five different algorithms predicted on average ∼131 (CircExplorer2); ∼501 (CIRI); ∼706 (CIRI2); ∼257 (find_circ), and ∼398 (circFinder) circRNAs per sample, with an insignificant overlap ∼37 circRNAs (Fig. 2; Table S1), similarly to previously published comparisons (Hansen, 2018; Hansen et al., 2016).

**Figure 2:**
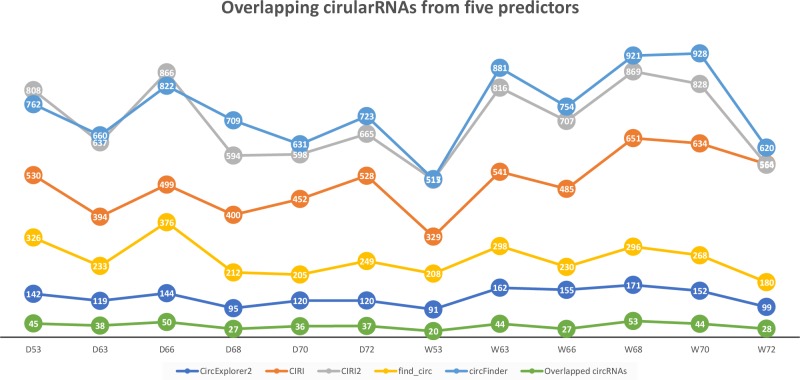
Number of circular RNAs that have been predicted by CIRI, CIRI2, CircExplorer2, find_circ, circFinder, and that are common between all prediction algorithms.

To access the host gene of circular RNAs and to reduce false-positive rates, only overlapping circRNAs (Fig. 2) were used in CircParser. This pipeline allows the elimination of non-informative outputs (e.g., contains only chromosome/contig name, number of uncharacterized loci, or name of BAC clone, and etc.), while keeping more the relevant blast results and retrieving the likely host gene name for the circular RNAs; in the case of impossibility to find identical sequences in the database, this tool mark these sequences as NOT ASSIGNED).

## Discussion

The CircParser results also allow us to determine the number of circRNA types from one host gene and their minimum and maximum size in base pairs (bp). We showed that our algorithm detected presumable host gene names for the vast majority of predicted circRNAs. Moreover, most of them were related to muscle functions (e.g., *calcium/calmodulin-dependent protein kinase*, *troponin T3*, *myocyte-specific enhancer factor 2C*, and others), and immune-related genes (*MHC class IA antigen*), which were consistently found among different individuals (Table S2), despite the relatively low coverage for circRNAs analysis of the sequencing data used (Mahmoudi & Cairns, 2019). 

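Almost all circRNAs in Table S2 overlapped an annotated protein-coding gene. They were found by every predictor, among them CircExplorer2, which the paper says can use a genome annotation. Their overlap with genes may therefore be set by that selection, and it is no measure of muscle circRNAs at large. The paper's table gives its circRNAs in 12 lists, and 439 entries carried an assigned host gene name (97.8%, exact 95% confidence interval 95.9 to 98.9). The same circRNA can stand in several lists, so the entries are not independent. The exact intervals over entries of these lists, here and in the next paragraph, take them as independent and may be too narrow. Set against the gene annotation of the same assembly, O_niloticus_UMD_NMBU, 448 circRNAs, all but 1, overlapped an annotated protein-coding gene. For 318 of them the host gene named was the annotated gene itself, by identifier, symbol or transcript accession (70.8%, exact 95% confidence interval 66.4 to 75.0). With matching product names accepted as well the number was 353 (78.6%, exact 95% confidence interval 74.5 to 82.3).
This share is given below by the source of the name, and the sources were not matched by the same criteria. Names taken from tilapia transcripts stood on 351 circRNAs, of which 318 lay in the gene named (90.6%, exact 95% confidence interval 87.1 to 93.4), and 336 when product names were accepted. Names taken from a transcript of another species stood on 58 circRNAs, of which 17 carried the product name or symbol of the annotated gene (29.3%, exact 95% confidence interval 18.1 to 42.7). The MHC class IA antigen name stood on 23 circRNAs and other genomic records on 7, and 0 of these names matched the annotated gene by the identifiers and product names at hand. A match by identifier was open to names from tilapia transcripts alone. Genomic records carry no transcript accession, so their 0 was largely fixed by the matching. The shares therefore do not rank the sources. Merging overlapping coordinates left 174 loci, of which 98 were in a single list and 24 in at least 6 lists. Of the 174, 135 were named by the annotated gene (77.6%, exact 95% confidence interval 70.7 to 83.5). This share per locus lay above the interval given for the same match over list entries. Only the host products quoted in the supplementary tables were at hand for genes without a symbol, so some product names could not be compared.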

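Among the host genes that the paper names, MEF2C, a transcription factor of muscle differentiation, stood in 12 of the 12 lists. Its circRNA spans 9033629 to 9035959 on linkage group 7 and lies inside mef2ca (9019421 to 9055248), whose expression was 3.82 ± 2.14 CPM in wild and 3.39 ± 1.80 CPM in domesticated fish (SD, n = 6 each). Troponin T3, the fast-muscle troponin that anchors the troponin complex to tropomyosin, stood in 7 lists, at 3583995 to 3589170 on linkage group 7 inside LOC100707421. Calcium/calmodulin-dependent protein kinase II beta stood in 2 lists, at 30892680 to 30896142 on linkage group 12 inside camk2b1. The mef2ca gene has 5 annotated transcripts. The troponin T3 gene has 11 and camk2b1 has 39, and neither of these had a count in any of the 12 libraries. A count of 0 allows up to 0.336 to 0.665 CPM per library (3 counts, counting error only) for reads as the authors counted them. Whether that includes reads shared between transcripts is not given in the sources used here.
The MHC class IA antigen name stood on 23 circRNAs in 12 of the 12 lists, at 8 loci on 6 linkage groups. They lay inside eml3, plekha6, add3a, ubp1, LOC100696318, LOC100704127, LOC100696308 and LOC100698342, and at LOC100696318 a longer circRNA was named LIM domain-binding protein 3-like, a protein of the sarcomere's Z-disc. None of these genes is known here by an MHC name, but 4 of them, holding 19 of the 23 circRNAs, are known by number alone, with no product name of their own at hand. LOC100696318, with the longer circRNA named above, held 7 of these 19. The 2 genes known here by an MHC class I name are both on linkage group 22.
Other muscle genes recurred. Nexilin (nexn), an actin-binding protein of the Z-disc, and supervillin (svilb) each stood in 8 lists, and nebulin (neb), the ruler of the thin filament, and tmem38a, a potassium channel of the sarcoplasmic reticulum, each in 5. Expression was 24.4 ± 9.97 CPM for nexn, 7.58 ± 4.80 for svilb, 4.54 ± 2.64 for neb and 893 ± 416 for tmem38a (SD, n = 12 libraries). These genes have 3, 13, 9 and 1 annotated transcripts, in that order. Genes with 2 or more transcripts held few counts, so these values do not rank the genes by expression. The mechanically gated channel piezo1 stood in 10 lists, at 83.4 ± 34.9 CPM, and the insulin receptor gene insra in 5, at 47.8 ± 15.7 CPM (SD, n = 12). Muscle lists written before the counts were examined, but after Table S2 was read, held 23 of the 136 host genes named, with 85 circRNAs (18.9% of those in Table S2). The immune lists, for antigen presentation and the interferon response, held 0. They have only 16 members each, so that 0 says little about immune host genes. The muscle lists were not meant to hold every muscle gene. The muscle lists have 80, 53 and 37 members among the 42609 genes, of which 31551 had a count. Host genes were in them more often than genes at large. That is not a test of enrichment, since the host names were known when the lists were written and many of the other genes had no count.

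**Figure D2:**
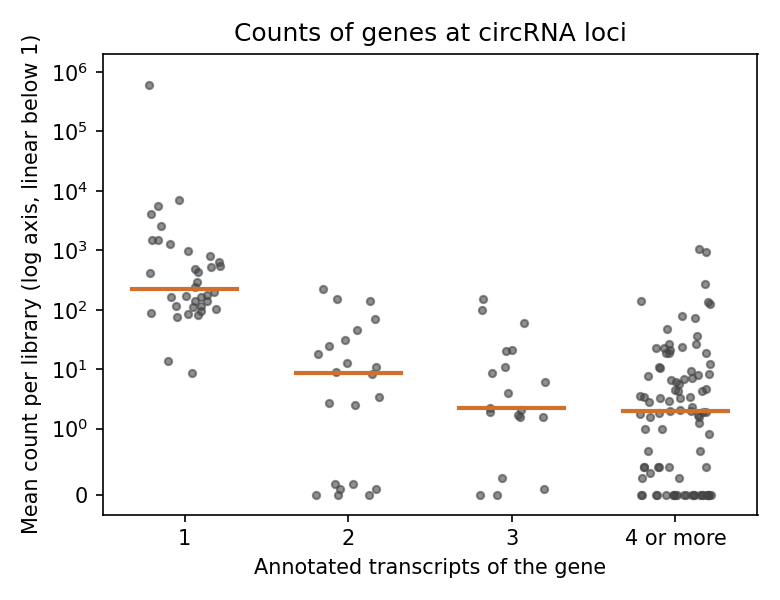
Mean count per library (vertical axis, logarithmic above 1 and linear below) of the 167 genes annotated at the circRNA loci of Table S2, by their number of annotated transcripts (horizontal axis). Points are genes and lines are medians, at 220.6 counts for the 36 genes with 1 transcript, 8.58 for those with 2, 2.25 for those with 3 and 2.00 for those with 4 or more.

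The paper states that most of the host genes were related to muscle functions or were immune-related, naming the 3 muscle genes and the MHC gene above as examples, and that these were found in different individuals despite the low coverage of the libraries for circRNA analysis.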

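Of the 136 host genes named by a tilapia record, 60 were expressed above the count filter. Their median rank was percentile 62.1 of the 8425 genes tested by mean CPM (quartiles 22.2 and 81.8), and 57.4 to 65.9 in single libraries. Among 10000 random lists of 60 tested genes, 95% had a median between 37.6 and 62.5 (two-sided permutation of gene labels, p = 0.0586), so this rank did not pass the test. Of the 60, 35 have 2 or more annotated transcripts, and these lists were not matched on that number. The test with matched lists is given below. Other choices did pass it, with 74.3 among all genes with a count (permutation p = 0.0002) and, in settings chosen after the data were seen, 68.1 for the annotated gene in place of the gene named (permutation p = 0.00140), 77.4 for genes with 1 transcript (permutation p = 0.00280) and 62.1 against lists matched on gene span (median 45.7, permutation p = 0.00960). By the same permutation, the value was 61.1 in wild fish (p = 0.0826) and 65.6 in domesticated fish (p = 0.0130), and the difference between the groups was not tested. Table S2 was made from these same libraries, so the host genes were not chosen independently of them.
No relation was detected between the recurrence of host genes and their CPM, which says little about their expression. Across the 136 host genes, which are not independent replicates, Spearman's rho between the number of lists and mean log2 CPM was -0.0991 (permutation p = 0.250). Of the 136, 110 have 2 or more annotated transcripts, with a median mean count of 2.58, against 186 for the 26 with 1. CPM may therefore follow the number of transcripts rather than expression. Among the 22 tested host genes in at least 2 lists the median percentile was 44.2, below the middle of the tested genes (permutation p = 0.566). That test was not matched on transcripts. Among the 26 host genes with 1 transcript rho was 0.124 (permutation p = 0.549). The percentile of 62.1 for the 60 tested hosts was also set against random lists matched on the number of annotated transcripts. Their median was 34.5, and 62.1 lay above them (permutation p = 0.0002, the smallest that 10000 lists can give). This setting was chosen after the data were seen.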

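In the paper's Table S3, most circRNAs of both complete sheets combined exon and intron sequence. Exon and intron parts were listed for 137 of 140 circRNAs of CircExplorer2 (97.9%, exact 95% confidence interval 93.9 to 99.6) and for 429 of 741 of circFinder (57.9%, exact 95% confidence interval 54.2 to 61.5). Exon parts alone were listed for 170 of the circFinder entries (22.9%) and for 1 of CircExplorer2. An intergenic part was listed for 133 of the circFinder entries (17.9%) and for 0 of CircExplorer2 (exact 95% confidence interval 0 to 2.60%). The paper says that CircExplorer2 can use a genome annotation, so its 0 may be set by the tool. These shares therefore do not compare the circRNAs themselves. The classes are the paper's and were only counted here. The sheets of CIRI, CIRI2 and find_circ were at hand without 60, 800 and 318 of their entries, which left most of CIRI, 1 entry of CIRI2 and 0 of find_circ, and they were not analysed here. The name MHC class IA antigen stood on 6 entries of CircExplorer2 and 34 of circFinder, and all 40 overlapped an annotated gene. Of the 30 genes concerned, 12 have a symbol or product at hand, 0 of them with an MHC name, and 18 are known by number alone.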

An example of circRNA structure analysis for CIRI, CIRI2, CircExplorer2, find_circ, and circFinder outputs is presented in Supplementary Table S3.

To estimate the capacity of our pipeline we compared a number of host genes that were predicted by CircExplorer2 and CircParser (CircExplorer2 outputs were used as input files) for the same *O. niloticus* fast muscle datasets used earlier. As a result, CircParser shows greater efficiency for Nile tilapia, improving the number of predicted host genes up to two-fold (Fig. 3).

**Figure 3:**
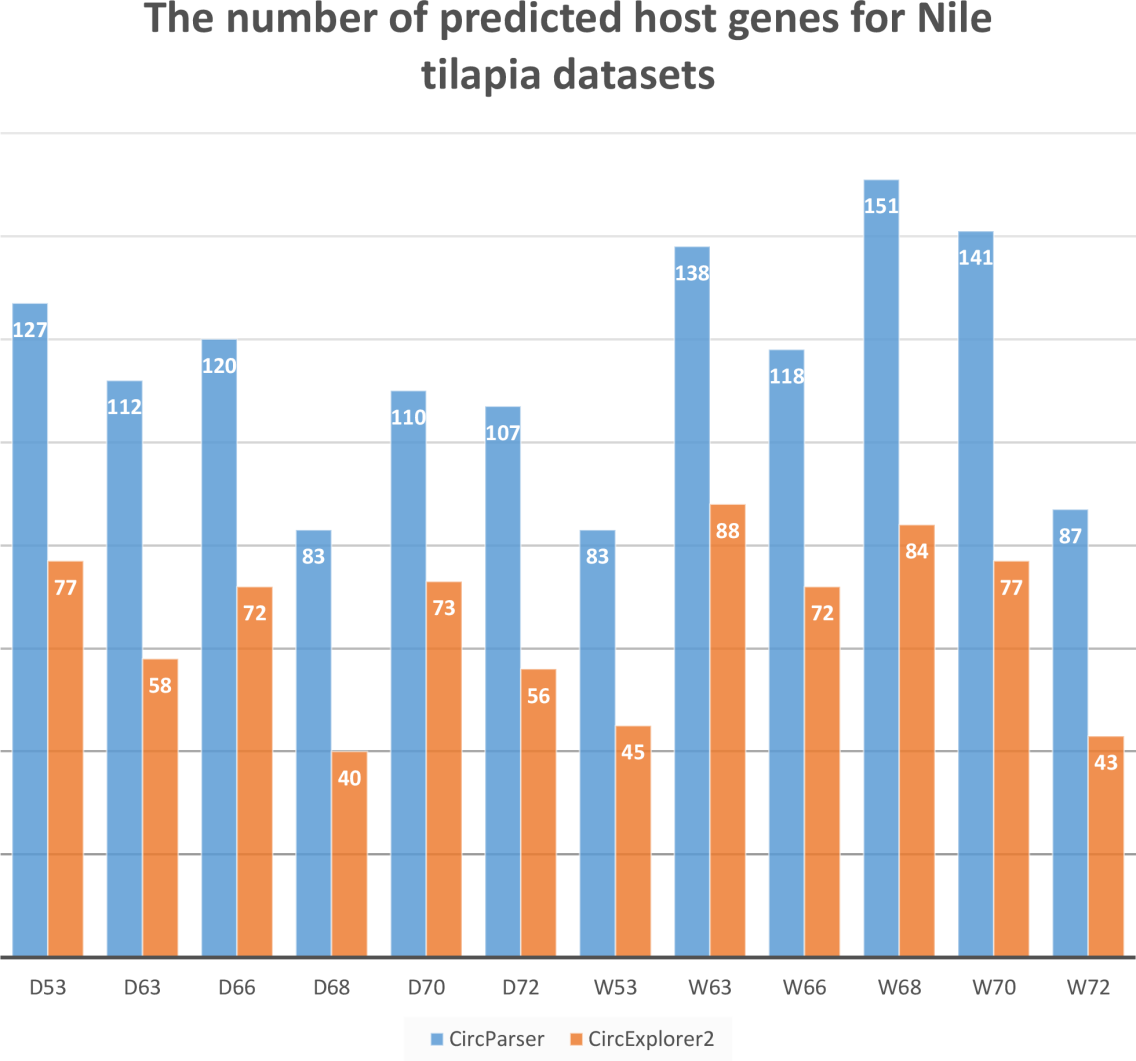
CircParser capacity: number of host genes that were predicted by CircExplorer2 and CircParser.

Another equally important aspect of CircParser concerned the accuracy of this pipeline. The most well-annotated reference genome of zebrafish (assembly GRCz11) and zebrafish muscle transcriptomic dataset (ERR145655) were used for accuracy estimation, i.e., the agreement between the annotation file and CircParser output. We showed that in this case, CircParser host gene prediction was confirmed in 82.4% cases.

## Conclusions

Thus, we conclude that CircParser represents a reproducible workflow that enables researchers to effectively predict the host genes for circular RNAs, even in non-model organisms with poorly annotated genome assemblies.

##  Supplemental Information

10.7717/peerj.8757/supp-1 Table S1 Sequencing and quality trimming statistics Number of circular RNAs have been predicted by CircExplorer2, CIRI/ miARma-Seq, CIRI2, find_circ, and circFinder software. The number of common circular RNAs predicted by all methods is also indicated.

10.7717/peerj.8757/supp-2 Table S2 The CircParser pipeline output table for overlapping circRNAas (without structural component analysis)

10.7717/peerj.8757/supp-3 Table S3 The CircParser pipeline output table for overlapping circRNAs (with structural component analysis)

## Additional Information and Declarations

### DNA Deposition

The following information was supplied regarding the deposition of DNA sequences: Data is available at the NCBI Gene Expression Omnibus database: GSE135811.

### Data Availability

The following information was supplied regarding data availability: CircParser is available at Github. Availability and implementation: The Perl implementation of CircParser is available at https://github.com/SharkoTools/CircParser.

# Supplementary material for: CircParser: a novel streamlined pipeline for circular RNA structure and host gene prediction in non-model organisms
**Source:** PeerJ. 2020 Mar 16;8:e8757. doi: 10.7717/peerj.8757
**Supplement:** Table S1 — Number of circular RNAs have been predicted by CircExplorer2, CIRI/ miARma-Seq, CIRI2, find_circ, and circFinder software. The number of common circular RNAs predicted by all methods is also indicated.

**Supplementary Table 1**. Sequencing and quality trimming statistics. Number of circular RNAs have been predicted by CircExplorer2, CIRI/ miARma-Seq, CIRI2, find_circ, and circFinder software. The number of common circular RNAs predicted by all methods is also indicated.

| Library name | Number of raw paired-end reads (150 bp) | Number of reads trimmed by quality (Q20) | circExplorer2: Number of identified circRNAs | miARma-Seq: Number of identified circRNAs | CIRI2: Number of identified circRNAs | find_circ: Number of identified circRNAs | circFinder: Number of identified circRNAs | Overlapping circRNAs |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| D53 | 38,786,976 | 25,410,262 | 142 | 530 | 808 | 326 | 762 | 45 |
| D63 | 44,498,948 | 35,232,736 | 119 | 394 | 637 | 233 | 660 | 38 |
| D66 | 46,752,428 | 31,107,998 | 144 | 499 | 866 | 376 | 822 | 50 |
| D68 | 35,177,584 | 21,276,704 | 95 | 400 | 594 | 212 | 709 | 27 |
| D70 | 35,260,802 | 21,049,018 | 120 | 452 | 598 | 205 | 631 | 36 |
| D72 | 39,502,652 | 24,933,242 | 120 | 528 | 665 | 249 | 723 | 37 |
| W53 | 37,911,368 | 28,647,182 | 91 | 329 | 515 | 208 | 517 | 20 |
| W63 | 45,608,004 | 29,599,704 | 162 | 541 | 816 | 298 | 881 | 44 |
| W66 | 27,621,420 | 14,100,032 | 155 | 485 | 707 | 230 | 754 | 27 |
| W68 | 46,140,214 | 28,671,324 | 171 | 651 | 869 | 296 | 921 | 53 |
| W70 | 40,783,294 | 25,308,124 | 152 | 634 | 828 | 268 | 928 | 44 |
| W72 | 39,561,872 | 22,819,142 | 99 | 566 | 564 | 180 | 620 | 28 |

# Supplementary material for: CircParser: a novel streamlined pipeline for circular RNA structure and host gene prediction in non-model organisms
**Source:** PeerJ. 2020 Mar 16;8:e8757. doi: 10.7717/peerj.8757
**Supplement:** Table S2

**Supplementary Table 2.** The CircParser pipeline output table for overlapping circRNAs (without structural component analysis)

How the deposited data were processed for this re-analysis (not part of the article)

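RNA of fast muscle from 6 wild and 6 domesticated Nile tilapia females was sequenced after depletion of ribosomal RNA. The authors' deposited files hold whole-number read counts per annotated transcript for each library, made from reads trimmed with Trimmomatic 0.33, aligned with STAR and counted with HTSeq, as the submitters' processing notes name them. The submitters' notes also name edgeR, and what the authors used it for is not given in the sources used here. Versions of the aligner and the counter, and the settings used, are not given in the sources used here. The counts were not normalized by the authors. Each table has 80392 transcripts and 5 summary lines, and its identifiers lead to 42609 genes, of which 42607 were found in a table of the genes of O_niloticus_UMD_NMBU. No genes of the mitochondrial genome were among them (0). Summary lines (no feature 11.2%, ambiguous 13.4% and not unique 51.5% of the aligned reads, on average) were kept out of library totals and tests.

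Transcript counts were added per gene. Genes were tested where they passed a filter of 10 counts, scaled to library size, in at least 6 libraries and at least 15 counts in all, which left 8425. Counts were changed to log2 CPM with a pseudocount of 0.5 and TMM-scaled library totals, and tested with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend and robust estimation, condition as the single term, Benjamini-Hochberg adjustment, threshold 0.05). Fold changes are domesticated over wild and understate the change of genes with few counts. The design set before the data were examined called for a quasi-likelihood count test. The files carry a comma-separated name but are separated by tabs, so that the check of units in use here could not read them as counts, and limma on log2 values was used in its place. On counts simulated from the same 8425 genes, with 100 genes changed 2-fold and 100 changed 4-fold, limma recovered 27% and 81% of them, 4 of its 112 calls were false, and no gene was called (0) when none was changed.

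Fixed gene lists (29, of which 26 had at least 3 measured genes) were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. They covered muscle function, metabolism, growth, stress, immunity, the circadian clock, cell cycle, ribosomal proteins, chromatin, RNA-binding proteins of back-splicing, and markers of other cell types in a piece of muscle. The lists were written before the counts were examined and after Table S2 was read. Genes are named by a rule set at the same time. It takes the 10 largest rises and 10 largest falls among called genes with a mean of at least 1 CPM that moved the same way in all 6 pairs, the host genes that the paper names or that stand in at least 5 lists of Table S2, and, for each called list, the 4 members with the smallest p in the direction of the call. At most 2 genes without a name are named per direction.

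The labels say that wild and domesticated libraries of the same number are genetically paired, so the numbers pair the samples. The deviations of the libraries from their group means correlated by 0.21, 0.12, 0.046, -0.10, -0.089 and 0.046 in pairs 53, 63, 66, 68, 70 and 72, a mean of 0.039 against -0.0067 for other wild and domesticated libraries, and the own number was the highest in 1 of 6 pairs. The fit without the pairing was the main one. With the replicate block 1062 genes were called, of which 911 were shared with the 1112 of the unpaired fit, and 11 lists in place of 11.

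Numbers of circRNAs per library were read from Table S1, host gene names and coordinates from Table S2 and structural classes from Table S3. Groups were compared by exact permutation over all splits, and relations by 100000 permutations or, within a group, exactly. The paired difference in overlapping circRNAs was 2.83 (exact sign-flip p = 0.812 over 6 pairs). The lists of Table S2 carry no library names and were used as a number of lists out of 12. Host genes were matched by LOC number, symbol or RefSeq accession, and each circRNA was set against annotated genes by at least 1 shared base on either strand. No genome sequence was used, so no sequence was compared. Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1 was used.

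Alternatives were other filters, scaling factors, pseudocounts and tests, the replicate block, each library left out, and other ways to match host genes. Intervals and limits from counts cover counting error only, since the reads carry no molecular identifiers. The 3395622 to 8478988 gene counts per library make genes under about 1 CPM imprecise, and how reads that fit several transcripts of a gene were counted is not given in the sources used here. Genes with near-identical copies, which are common in fish, may share reads and are uncertain.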

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

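The counts of other splits, both comparisons of blood cell markers and the fits without chosen libraries were tests chosen after the result was seen.

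The paper does not compare gene expression of wild and domesticated fish. In the deposited counts 1112 of 8425 genes differed between them (limma, adjusted p under 0.05), 564 higher and 548 lower in domesticated fish. Of the fixed lists, 10 of 20 stress genes and 7 of 22 immediate early genes fell and 36 of 76 oxidative phosphorylation genes rose. These lists were called by camera at the preset correlation and not with an estimated correlation (adjusted p = 0.325, 0.357 and 0.325). Of 100 splits of the libraries (of 462 possible), 1, the real one, called as many genes, and the highest of the others called 99. Chance is thus unlikely for the number of genes where the pairing is ignored. The 5 other splits that also parted all 6 pairs called 0 genes, but 5 are too few to exclude chance with the pairing kept. For gene lists 4 of the 100 splits called as many as the real 11, the highest other also called 11 and the median of the others was 6, and of the 5 other splits that parted all 6 pairs the highest called 11 as well (median 6), so chance is not excluded for the number of lists.

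Several technical explanations were tested for these genes. With every library thinned to the smallest total of 3395622 counts, 883 genes were called, which argues against unequal depth as the whole cause. With the share of reads outside annotated genes as a term in the fit, the median log2 fold change of the 36 called oxidative phosphorylation genes went from 1.11 to 1.03, 92.9% of its value, and that of the 16 called stress and immediate early genes from -1.88 to -2.04, with 30 and 11 of them still called. Over all genes that term lowered the number called from 1112 to 735. A changed share of blood as a whole would move red and white cell markers together, but the median fold change of erythrocyte markers lay 1.49 (log2) above that of leukocyte markers. Both lists lose their call with an estimated correlation (adjusted p = 0.357 and 0.442) and the leukocyte list also without W68 (0.0791), W70 (0.0578) or D53 (0.0835), but with libraries as replicates the mean log2 CPM of erythrocyte minus leukocyte markers was 0.93 ± 0.30 in domesticated and -0.52 ± 0.67 in wild fish (SD, n = 6 each, exact permutation p = 0.00216, at most 0.00649 without any 1 library). A change in red or in white cells alone stays open, as do the origin of the fish, rearing, handling and the hour of sampling, none of which the labels separate from domestication.

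The number of genes depends on a few libraries. Without W53, W66 and W70, the wild libraries that stand apart on the first components, 49 genes were called, the lowest of all 20 choices of 3 wild libraries (median 476, highest 1157). The first component, with 28.8% of the variance, also separates wild from domesticated fish, so that choice takes out the wild fish least like domesticated ones. Without D63 and D68, which stand apart by their rRNA and snoRNA, 730 genes were called. Wild libraries also had more genes detected, 22609 ± 2809 against 18157 ± 978 (SD, n = 6 each, exact permutation p = 0.00433, 0.0433 after Benjamini-Hochberg adjustment over 10 measures), and a larger share of lncRNA counts, 0.821 ± 0.313% against 0.512 ± 0.140% (exact permutation p = 0.0455, adjusted 0.227).

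Single libraries stood far from the other 5 of their group in 12 of 186 groups of values, by a gap past Dixon's critical value. Chance gives about 1 in 20. Ribosomal RNA was 7.77% of the counts in D63 and 1.35 to 3.73% in the other domesticated libraries. Small nucleolar RNA was 2.82% in D68 and 0.226 to 1.09% in the others. The other values are log2 CPM. LOC102077293, a lncRNA and the largest rise, was 5.29 in W63 and 0.26 to 0.70 in the other wild libraries. The amino acid transporter gene slc43a1b was 6.34 in W63 and 4.99 in D53, where the others of the group reached 2.64 to 4.00 and 7.10 to 7.72. LOC109201864 was 2.51 in D66 against -0.47 to 0.36. The lamin A/C gene LOC100696816, a circRNA host, was -0.12 in W53 against 1.02 to 1.43. The complex I gene ndufs3 was 4.54 in W70 against 5.38 to 5.85, and hadhab, of fatty acid oxidation, was 7.57 in D63 against 8.37 to 8.74. The heme synthesis gene alas2 was 4.42 in D68 against 3.14 to 3.54. The stress genes atf3 and ddit4 were 4.33 and 4.12 in W72, against 6.48 to 7.24 and 6.55 to 7.89 in the other wild libraries.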

How the results depend on the processing

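Alternatives chosen after the data were seen were the fits without the named libraries, without ribosomal RNA genes, on genes with 1 transcript, with a pseudocount of 2 or with the share of reads outside genes as a term, and host genes by annotation, past the count filter or against matched lists. For gene lists they were also no low-count filter, upper-quartile factors and the 10 most abundant genes left out. Causes were not tested unless stated. The 1112 genes became 1686 with voom quality weights (1102 shared), 49 without W53, W66 and W70, 730 without D63 and D68, and 628 to 1349 with 1 library left out, the lowest being 668 without W66, 696 without W70, 628 without D70 and 648 without D72. Fewer libraries also mean less power. With the share of reads outside annotated genes as a term it was 735. The other settings gave 786 to 1133 genes, and no called gene changed sign (0). The 11 lists became 0 with an estimated correlation, 15 without the low-count filter (9 higher and 6 lower, in place of 5 and 6), 9 to 12 with 1 library left out, 8 without the 3 wild and 9 without the 2 domesticated libraries. With the replicate block 1062 genes and 11 lists were called, and the paired difference in overlapping circRNAs was 2.83. The block ended no list's call, and of 150 named genes and called list members it ended 9 calls and added 2 (col1a2 and dcn). Of the 134 called, 75 kept their call with each library left out.

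The host gene percentile of 62.1 was 74.3 among all genes with a count, 65.6 in domesticated fish, 68.1 by annotated gene and 77.4 for genes with 1 transcript, and passed the threshold in each. It also passed at 62.1 against lists matched on transcripts (median 34.5) or gene span (45.7), and fell to 44.2 for hosts in at least 2 lists. The correlation of overlapping circRNAs with gene counts, 0.661, was 0.465 with trimmed reads, 0.279 for CircExplorer2, 0.234 for CIRI, 0.429 for CIRI2, 0.244 for circFinder, 0.590 for find_circ, 0.754 without the 10 most abundant genes, 0.553 in wild fish, and 0.588 to 0.773 with 1 library left out. Recurrence and expression correlated by 0.124 for genes with 1 transcript in place of -0.0991. Names matched the annotated gene in 77.6% of merged loci and 78.6% with product names. The difference in overlapping circRNAs was -0.183 relative to gene counts and -0.367 to 6.23 with 1 library left out, negative without W53.

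Over 7 results, 73 of 101 alternative values were scored as the same. For the numbers of genes and lists that meant a number near the main one, whichever were called. The 786 genes without the low-count filter scored as the same, with 600 of the 1112 shared. For host gene names it meant a share inside the main interval, and for the other results the same direction and call. For the called lists, 244 of 275 values kept direction and call, with 0 reversed. For the 150 genes it was 3099 of 3722, where direction was scored for called genes only, and 0 of these were reversed. With 1 library left out, log2 fold changes of uncalled genes did change sign, for mef2ca (-0.374 to 0.146), eef2k (-0.509 to 0.0929), neb (-0.575 to 0.363) and LOC100696308 (-0.571 to 0.0167). Not run were the quasi-likelihood and Wald count tests, for the reason given with the processing, and RPKM or random lists by exon length and number, since exon lengths were not at hand. Depth limits genes under about 1 CPM.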

Differences from the paper's values

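The paper's text gives a mean of 398 circRNAs per sample for circFinder, and the mean of the 12 libraries in the paper's own Table S1 is 744 ± 128 (SD, n = 12). The paper's other means equal those of Table S1 after rounding. No alternative set before the data were examined applies to this mean.

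The paper states that most host genes were related to muscle or immune functions. Over all 136 host genes named by a tilapia record, the fixed muscle lists held 23 and the fixed immune lists 0, with 85 circRNAs (18.9% of those in Table S2) in the former and 23 (5.12%) carrying an MHC name. By the gene annotated at the locus it was 24 of 167 genes and 90 circRNAs (20.0%) in the muscle lists and 0 in the immune lists. That alternative was chosen after the values were seen. The immune lists have 16 members each, so their 0 says little about immune host genes. The lists do not hold every muscle gene, so these are tallies over the lists, not over all genes with a role in muscle. With 80, 53 and 37 members among 42609 genes, the muscle lists held a larger share of host genes than of all genes. The lists were written after Table S2 was read, and 31551 of the 42609 genes had a count, so this is not a test of enrichment. The tallies do not decide whether most host genes have muscle or immune functions.

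The paper names calcium/calmodulin-dependent protein kinase among the hosts found consistently in different individuals. It stood in 2 of the 12 lists, whereas MEF2C stood in 12, the MHC class IA antigen name in 12 and troponin T3 in 7.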

Other observations

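The test of host gene counts by number of transcripts was chosen after the counts were seen. In muscle of domesticated fish, 36 of 76 measured nuclear genes of oxidative phosphorylation rose and 0 fell relative to wild fish (52 rose when adjusted over the list alone). The list's adjusted p was 5.32e-21 with camera at the preset correlation, and adjusted p = 0.325 with an estimated correlation. The complex III gene uqcrh rose from 20.7 ± 7.41 to 78.9 ± 18.4 CPM (SD, n = 6 each), a log2 fold change of 1.97 (SE 0.26, limma adjusted p = 0.00144), higher in 6 of 6 pairs. The cytochrome oxidase gene cox8a rose by 1.45 and the complex I genes ndufb8 and ndufs3 by 1.42 and 1.29 (log2). Of 21 genes of fatty acid oxidation and uptake, 5 rose and 0 fell (6 rose when adjusted over the list alone), among them lpla at 1.91 and hadhab at 1.35 (log2). The camera adjusted p of that list was 0.0182, and adjusted p = 0.580 with an estimated correlation, and its call was lost without W63 (0.0545) or D53 (0.0841). Of 24 genes of excitation-contraction coupling, 3 rose and 0 fell (3 rose when adjusted over the list alone), calsequestrin casq2 by 1.84, stac3 by 2.09 and calmodulin calm3a by 2.10 (log2, camera adjusted p = 0.00610, adjusted p = 0.494 with an estimated correlation), and calm3a lost its call without W70 (0.0503). The list's call was lost without W53, W66 and W70 (0.223). Among the largest rises of named genes were dgat2 (3.59), the last enzyme of triglyceride synthesis, msrb2 (3.05), a repair enzyme of oxidized methionine, and g0s2 (2.89), an inhibitor of fat breakdown. Of 150 named genes and called list members, 134 were called by limma, and 125 of these calls were lost in the fit without W53, W66 and W70. Their log2 fold changes in that fit had a median of 84.8% of the values with 12 libraries (51.6 to 124%), and 0 of the 134 changed sign.

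Of 20 genes of the glucocorticoid and stress response, 10 fell and 0 rose in domesticated fish (14 fell when adjusted over the list alone), with a camera adjusted p of 9.96e-07 and adjusted p = 0.325 with an estimated correlation. The transcription factor cebpb went from 199 ± 145 to 23.2 ± 6.09 CPM (SD, n = 6 each), a log2 fold change of -2.69 (SE 0.49, limma adjusted p = 0.00540), lower in 6 of 6 pairs, and klf9 changed by -2.34. Of 22 immediate early genes, 7 fell and 0 rose (11 fell when adjusted over the list alone), with junbb at -2.64, jun at -2.26 and atf3 at -2.53 (log2, camera adjusted p = 0.000159, adjusted p = 0.357 with an estimated correlation). Of 21 genes of proteolysis and atrophy, 7 fell and 0 rose (12 fell when adjusted over the list alone), with zfand5a at -1.41 (camera adjusted p = 4.68e-05, adjusted p = 0.363 with an estimated correlation). Of 28 genes of growth, insulin and TOR signalling, 5 fell and 2 rose (6 and 4 when adjusted over the list alone), with the receptors igf1ra at -1.61 and insrb at -1.26 and the binding protein igfbp6b, named after its value was seen, at 1.48 (camera adjusted p = 0.0259, adjusted p = 0.325 with an estimated correlation). That call was lost without W68 (0.0791) or D72 (0.0543), without the low-count filter (0.200) and without D63 and D68 (0.0749). Of 20 circadian clock genes, 4 fell and 0 rose (4 fell when adjusted over the list alone), ciarta, bhlhe40, clocka and hlfa (camera adjusted p = 0.000692, adjusted p = 0.325 with an estimated correlation). With libraries left out singly, limma's adjusted p was above the threshold for ciarta without W66, W68, D68, D70 or D72 (0.0515 to 0.0634), for bhlhe40 without W66, W68, D68 or D70 (0.0514 to 0.0660), for clocka without W70, W72, D66, D70 or D72 (0.0535 to 0.0680), and for hlfa without 1 library other than W70 or D66 (0.0740 to 0.115). With the replicate block hlfa was not called (limma adjusted p = 0.0741). The trib3 gene, induced by stress and lack of amino acids, changed by -3.22, and ampd3b, an AMP deaminase, by -3.36.

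Some markers of other cells also differed. Of 8 erythrocyte markers, 4 rose and 0 fell (5 rose when adjusted over the list alone), rhag by 2.06 (camera adjusted p = 0.0173, adjusted p = 0.357 with an estimated correlation), and without W53, W66 and W70 the p was 0.0510. The marker ank1a stood at 493 CPM and is expressed in muscle too, and its limma call was lost without W66, W70, W72, D63, D66, D70 or D72 (0.0527 to 0.0685). Of 17 leukocyte markers, 4 fell and 0 rose (4 fell when adjusted over the list alone), rac2 by -1.60 and the macrophage gene LOC100697252 by -1.93 (camera adjusted p = 0.0259, adjusted p = 0.442 with an estimated correlation), a call lost without W68 (0.0791), W70 (0.0578) or D53 (0.0835). Of 32 genes of fibroblasts and extracellular matrix, 2 rose and 2 fell (2 and 2 when adjusted over the list alone), the matrix genes sparc (1.98) and col1a1b (2.41) upwards and the protease mmp9 (-2.62) and fbln1 (-1.87), named after their values were seen, downwards. By limma with libraries left out singly, calls were lost for sparc without W53, W66, D63, D66, D68, D70 or D72 (0.0554 to 0.0831), col1a1b without W53, W66, W72, D63, D66, D68, D70 or D72 (0.0588 to 0.0917) and fbln1 without W66 or W68 (0.0562 to 0.0624), and with the replicate block fbln1 was not called (limma adjusted p = 0.0554). The camera adjusted p was 0.0259, adjusted p = 0.834 with an estimated correlation, and the call was lost without W53 (0.172), W66 (0.0569), D63 (0.0531) or D66 (0.0853), without W53, W66 and W70 (0.217) and without D63 and D68 (0.195). The test by fry, which asks whether a list's genes move one way, gave 0.101 for excitation-contraction coupling, 0.120 for fatty acid oxidation and 0.482 for the matrix list. It called 11 lists, 2 higher and 9 lower, against 5 and 6 by camera, and those that camera did not call were antigen presentation, interferon response (0.0202) and chromatin modifiers (0.0303).

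The other 15 lists were not called by camera. In the sarcomere list 1 of 47 genes rose (capza1a, 1.42), and 0 of 68 ribosomal protein, 12 endothelial, 11 cell cycle, 10 epidermal, 6 interferon and 3 nerve genes changed (limma). Of 22 myogenic regulators id1, myod2 and mef2aa rose and mrtfab fell. Of 27 glycolysis genes 3 fell, pfkfb4b (-2.91), pfkfb3 (-3.15) and aldocb (-1.57), and of 24 heat shock genes dnajb1b (-2.94), hspa1b (-2.77) and hspb6 (-2.01) fell and serpinh1a (1.98) rose. Of 14 lipid synthesis genes dgat2, me1 and dgat1a rose and aclya and ldlrb fell, and of 8 adipocyte markers lpla, dgat2 and fabp4a rose. Of 13 genes of MHC class I and antigen presentation 3 fell, LOC100702327 (-1.53), LOC100697370 (-0.88) and tapbpl (-1.62), with a camera adjusted p of 0.0716 and 0.0417 by fry. Of 22 chromatin genes hdac3 rose and hdac11, crebbpb and kdm7aa fell, and of 21 RNA-binding proteins of back-splicing rbfox3a fell (-1.28). With the replicate block LOC100697370 (0.0754), hdac3 (0.0615), crebbpb (0.0593) and kdm7aa (0.0615) were not called by limma. Genes of these lists are named after their values were seen. Leaving out a single library raised limma's adjusted p above the threshold for myod2 without W66, W70, W72, D66 or D72 (0.0509 to 0.0631), for mef2aa without 1 library other than W63 or D53 (0.0595 to 0.0981), for mrtfab without W53, W66, W68, W72, D63, D68, D70 or D72 (0.0673 to 0.104), and for hspa1b without W66, W68, W70, D68, D70 or D72 (0.0548 to 0.0710). The same held in the lipid and back-splicing lists for me1 without W66, W70, W72 or D70 (up to 0.0625), for dgat1a without W66, W70, W72, D63, D70 or D72 (0.0522 to 0.0713), for ldlrb without W66, W70, D68, D70 or D72 (0.0548 to 0.0696), for fabp4a without D72 (0.0519), and for rbfox3a without W70, W72 or D70 (0.0531 to 0.0632). In the MHC and chromatin lists it held for LOC100702327 without W66, W70, W72, D68, D70 or D72 (0.0506 to 0.0592), for LOC100697370 without 1 library other than W53 or D53 (0.0513 to 0.0999), for tapbpl without 1 library other than W53 or D63 (0.0526 to 0.0934), for hdac3 without W66, W68, W70, D68, D70 or D72 (0.0521 to 0.0637), for hdac11 without W68, W70, D68, D70 or D72 (0.0550 to 0.0666), for crebbpb without 1 library other than W63 or D68 (0.0509 to 0.0977), and for kdm7aa without 1 library other than W63, W72 or D66 (0.0620 to 0.114). The slow muscle (2 measured, of which myoglobin mb rose by 2.14), pigment (1) and mitochondrial genome (0) lists were too small to test. The median fold change and the camera direction differ in sign for the adipocyte, glycolysis, myogenic, nerve and heat shock lists, and the mean and the direction for epidermis. Among recurrent circRNA hosts tested, piezo1 alone passed the threshold (log2 fold change -1.03, SE 0.23, limma adjusted p = 0.0115), at 112 ± 23.6 CPM in wild and 55.0 ± 13.2 CPM in domesticated fish (SD, n = 6 each), lower in 6 of 6 pairs. Without the low-count filter its adjusted p was 0.0931, without W53, W66 and W70 0.0915 and without D63 and D68 0.0543.

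CircRNAs named after an MHC class IA antigen record overlapped many different genes. In the 2 complete sheets of Table S3 the name stood on 40 entries at 29 loci on 18 linkage groups. They were assigned to 30 overlapping genes, 0 of them with an MHC name among the 12 with a symbol or product. The 35 entries outside the loci of Table S2 lay at 26 loci on 16 linkage groups. At eml3 a circRNA of 2115 bp was named after eml3 itself (5 entries) and one of 2918 bp after MHC, and at add3a the spans were 1808 and 14078 bp. A candidate explanation is a dispersed sequence, such as a repeat, that the genomic MHC record also holds. The spread over 18 linkage groups does not decide it, since at least 5 had been predicted from Table S2, which already held the name on 6. Without the genome sequence the shared sequence itself was not examined, and for the 18 genes known by number alone a dispersed sequence and unannotated MHC genes cannot be told apart. Among them, LOC100696318 also held a circRNA named LIM domain-binding protein 3-like, which is not an MHC name. No biological explanation was tested.

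Many genes at circRNA loci had few or no counts. Of the 167 annotated, 27 had no count in any library, 0 of them among the 36 with 1 annotated transcript. The median mean count was 220.6 for those with 1 transcript and 2.50 for the 131 with 2 or more, a ratio of 88.2. Counting only reads that fit a single transcript may therefore account for the missing counts of hosts such as troponin T3 and cdc42bpab (9 lists), although genes with 1 transcript could also differ in true expression, which was not tested. Protein-coding genes as a whole show the same contrast, with a median mean count of 6.75 for 1 transcript and 0.25 for 2.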
